A study of Drosophila melanogaster with 16 samples. Its data were reported in "Transient remodeling of gut metabolism supports juvenile growth and adult fitness in Drosophila" (2026).

How the data were processed

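RNA was measured by stranded sequencing of polyadenylated transcripts from dissected larval midguts of Drosophila melanogaster. Mothers carrying mex-GAL4, a driver active in enterocytes, were crossed to males carrying a UAS hairpin against Hnf4 inserted at the attP40 site (Hnf4i) or to males with the empty attP40 site (control). Larvae were raised on yeast alone in vials of 40 embryos at 25 °C, and midguts were taken on day 3 (late second instar, 30 midguts per library) or day 4 (early in the third instar, 10 midguts per library). There were 4 biological replicates in each of the 4 groups, 16 libraries in all.

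According to the submitters, the reads were inspected with FastQC 0.11.7 and MultiQC 1.12, trimmed with Trimmomatic 0.39 and aligned with STAR 2.7.10b to the BDGP6 build, and expression was then compared with DESeq2 1.49.3 in R 4.5.1. The deposited tables of the authors hold read counts per gene and library, CPM (counts scaled to the library total) per gene and library, and, per comparison, log2 fold changes with an adjusted p-value. The deposited CPM equalled the counts scaled to the library totals, with a largest difference of 4.90e-11. The counting tool used for these libraries, its strand setting and the annotation release are not given in the sources used here; the study lists Salmon among its software without saying for which data. Synthetic ERCC transcripts were added to the RNA by the submitters, but 0 of the 24254 entries in the count table are ERCC transcripts, so the counts could not be scaled to them. Of those entries 17873 are genes, all found by identifier in the Ensembl annotation, and 6381 are transposable elements and other features, which held between 0.0365 and 0.0489% of the counts of a library and were left out of the comparisons.

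The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept with filterByExpr over the 4 groups (minimum count 10, minimum total 15), which left 9801. Libraries were scaled by TMM, and 1 model with a mean for each of the 4 groups was fitted to all 16 libraries with glmQLFit. The 5 comparisons were day 4 against day 3 in control midguts, day 4 against day 3 in Hnf4i midguts, Hnf4i against control on day 3, Hnf4i against control on day 4, and the interaction of silencing and day, which is the silencing effect on day 4 minus that on day 3. Each was tested with edgeR's quasi-likelihood test (glmQLFTest, two-sided). A gene was called when its p-value adjusted by the Benjamini-Hochberg method over the genes tested was under 0.05 and its log2 fold change was at least 0.5 in size. Group means, standard deviations (SD, n = 4) and values per library are TMM-scaled CPM, and SE is the standard error of a log2 fold change. Log CPM for the principal components used a prior count of 2.

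For the Hnf4 transcript an exact two-sided permutation test of CPM was added on each day. Gene lists were tested with limma's camera on edgeR z-scores with the preset correlation between genes of 0.01, with a correlation estimated from the libraries, and with fry, each two-sided and adjusted over the lists within a comparison. There were 36 lists with 1660 entries, of which 1655 were matched to genes. Of the lists, 22 came from textbook knowledge, the ribosomal proteins were taken by a rule on symbols, and the others were lists of the study: lipid gene clusters A and B, chosen on these libraries, digestive enzyme lists taken from a public atlas, and clusters, ribosome biogenesis and cuticle lists taken from another series of w1118 midguts. A list needed 5 measured members, and 35 were tested. All 10 salivary gland markers were below the count filter, so that list was not tested. Overlaps of called genes are given beside the number expected of independent lists, the product of the counts divided by the genes tested. For the overlap of genes that rose in control with genes lower under silencing, which share the control day 4 libraries, simulated unchanged groups and fits with 2 of those libraries in each comparison were added.

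The genes named were fixed by a rule. They are Hnf4 in every comparison; per comparison, the 6 highest and the 6 lowest called genes with a mean of at least 10 CPM in a group and no overlap between the libraries of the groups (this last condition was dropped for the interaction); up to 4 called members per list; and mag, CG6271, CG6277, EcR, br, Eo, shd and Nplp2, which the study discusses. Samples, groups, comparisons, tests, most alternatives and the naming rule were fixed before the data were examined. Outside the rule, CG17544 and CG4860 on day 4, the values per library of Lsp1beta, apolpp and Nplp2, and Hsp70Bb, Hsp67Bc, Hsp70Bc, ftz, Uro and the other genes of complex I were chosen after their values were seen. So were the day 3 values per library of fon, Apoltp, Col4a1, vkg and Lsp1gamma.

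Library totals ranged from 44546248 to 83418453 counts. Where every library of a group was at 0 counts, the fold is a lower bound computed against a floor of 3 counts over the group. Intervals and floors cover counting error only. The share of listed lipid genes carries an exact (Clopper-Pearson) 95% interval. The procedure was tested on simulated data made from these counts. With a true fold of 2, between 85.1 and 97.0% of changed genes were called across the 5 comparisons, and with a fold of 1.5 between 53.7 and 70.1%. There were between 4 and 10 false calls. Only genes above a low mean CPM were changed, so recovery for genes of lower counts was not tested. Counts were drawn independently for each gene and library. Shifts shared by many genes of a library, such as those of fat body transcripts, were therefore not simulated.

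The alternatives tried were scaling by RLE or upper quartile, no count filter or a minimum of 0.5 CPM in 1 library, DESeq2 1.42.0, no minimum fold, fits of each pair of groups alone, replicate number as a block, each library left out in turn and, for lists, the estimated correlation and fry. Testing all entries of the table, and leaving out 4 libraries with fat body transcripts, were added after the data were seen. Those libraries were picked by the fat body gene Lsp1beta. RLE and upper-quartile scaling shifted the median log2 fold change by less than 0.1; scaling to library totals alone, which was not used for any call, shifted it by -0.29, -0.26, 0.07 and 0.10 in the first 4 comparisons. For the interaction, residuals of whole libraries from the full and from the additive model were each permuted 99 times onto means of the additive model with edgeR q2qnbinom, and every permutation was refitted. No sequence was compared, so matches of the hairpin to other transcripts and reads shared by near-identical genes were not examined.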

Results

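The data are read counts from 16 libraries of larval midgut RNA, 4 biological replicates in each of 4 groups. The groups cross genotype with age: control midguts and midguts with Hnf4 silenced in enterocytes (Hnf4i), each dissected on day 3, in the late second instar, and on day 4, early in the third instar. Hnf4 encodes a nuclear receptor. The control libraries held 52239342 to 59261868 counts on day 3 and 50906793 to 83418453 on day 4, and the Hnf4i libraries 44546248 to 58986079 on day 3 and 48611297 to 57771857 on day 4. Of the genes counted, 9801 passed the count filter and were tested. The first principal component, with 72.7% of the variance, separated the days, and the second, with 8.71%, separated the genotypes on each day.

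**Figure D1:**
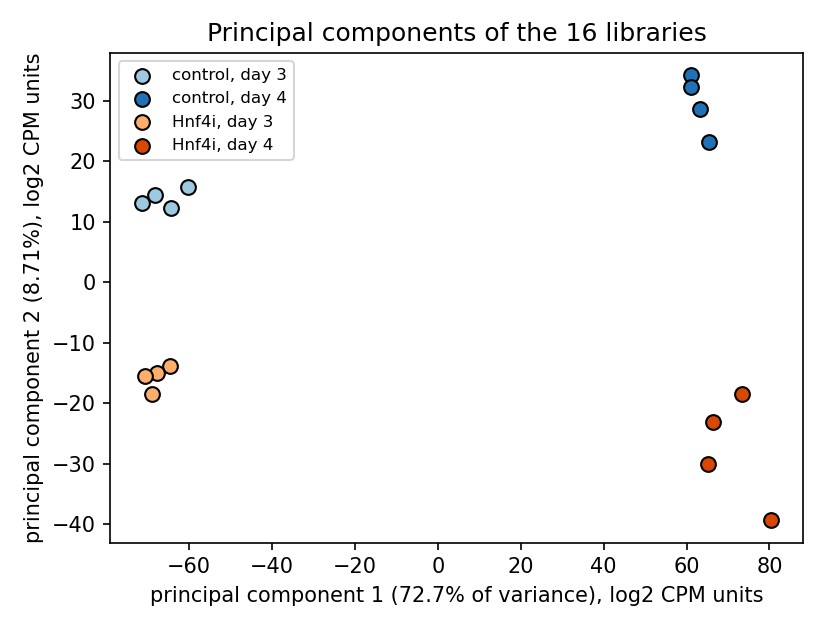
Each point is 1 of the 16 libraries, placed by the first and second principal components of log2 CPM, with the percent of variance on each axis. The days lie apart along the first component (72.7%) and the genotypes along the second (8.71%).

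The Hnf4 transcript was lower in Hnf4i midguts on both days. Hnf4 (FBgn0004914, chromosome 2L, positions 8687226 to 8709611 in BDGP6) stood at 91.9 ± 2.69 CPM (SD, n = 4) in control and 48.4 ± 2.00 CPM in Hnf4i midguts on day 3, and at 128 ± 4.09 and 64.6 ± 4.31 CPM on day 4. The log2 fold change was -0.93 (SE 0.05, adjusted p = 2.01e-09) on day 3 and -0.98 (SE 0.05, adjusted p = 3.90e-10) on day 4, so that 52.6 and 50.6% of the control level remained. The silencing effect did not differ detectably between the days (interaction -0.06, SE 0.07, adjusted p = 0.746). Between the days Hnf4 changed by 0.47 in control midguts (adjusted p = 4.78e-07) and 0.42 in Hnf4i midguts (adjusted p = 2.17e-06), both under the fold minimum of 0.5. On each day all 4 Hnf4i libraries lay below all 4 control libraries (exact two-sided permutation p = 0.0286, the smallest that 4 against 4 can give).

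**Figure D2:**
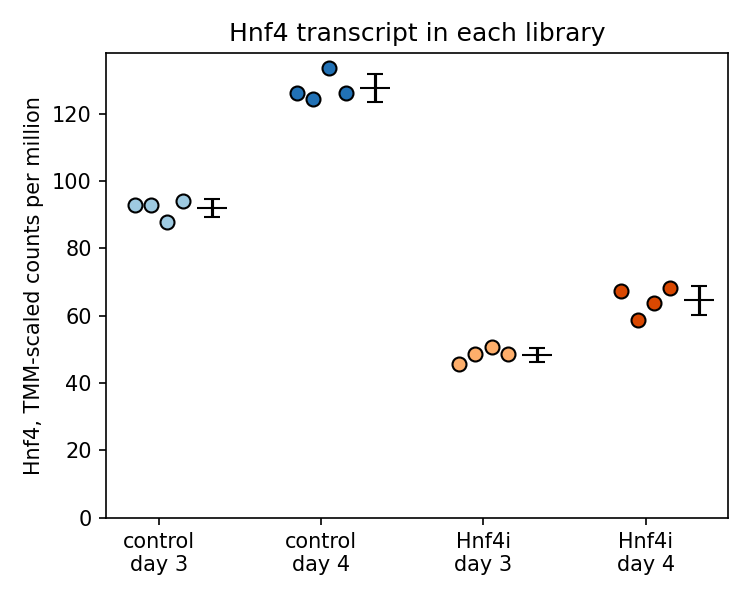
Hnf4 transcript in TMM-scaled CPM on the vertical axis, by group; points are libraries and bars show the mean ± SD (n = 4). The means of 48.4 and 64.6 CPM in Hnf4i midguts lie below the 91.9 and 128 CPM of the controls of the same day.

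The first comparison asks how the midgut transcriptome changes as control larvae pass from the second to the third instar. Transcripts for fat digestion and fat storage rose, while those for ribosome assembly and for cuticle fell. The gut lipase gene mag rose from 187 ± 9.79 to 3256 ± 282 CPM (SD, n = 4; log2 fold change 4.12, SE 0.16, adjusted p = 2.49e-12). Lsd-1, which encodes a perilipin of the lipid droplet surface, rose from 6.61 ± 1.04 to 107 ± 27.6 CPM (log2 fold change 4.01, SE 0.33, adjusted p = 1.14e-08). Snmp1, a CD36-family membrane protein gene, rose by 8.12 (SE 0.27), the lysozyme gene LysX by 8.46 (SE 0.73) and the glucuronosyltransferase gene Ugt301D1 by 6.58 (SE 0.43). The cuticle gene Ccp84Ae and the Osiris genes Osi20 and Osi19 were at 0 counts in all 4 control libraries of day 4 and were at least 12769-fold, 13185-fold and 7884-fold lower than on day 3. In all, 1668 genes rose and 2176 fell. Because counts were scaled to each library, the values are relative to the other transcripts of a library.

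Digestive enzymes rose as groups in control midguts. Of 15 carbohydrases 13 rose, with a median log2 fold change of 1.58, among them the amylase gene Amy-d (2.17) and the maltase gene Mal-A4 (2.05), and of 11 lipases 9 rose, with a median of 1.75, among them CG6271 (3.98) and CG6277 (3.87). Both lists were called with an estimated correlation (adjusted p = 0.0150 and 0.00849). Of 39 proteases 25 rose and 3 fell (adjusted p = 0.120 with an estimated correlation), with Jon65Aiv at 1.71 and thetaTry at 1.96. Of 17 sugar, amino acid and peptide transporters 5 rose and 5 fell (camera adjusted p = 0.180), with the amino acid transporter genes sbm at 3.08 and mnd at -1.89. Counts adjusted over the list alone were the same for each of these lists.

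Lipid genes rose as well. All 63 genes of lipid cluster A and all 79 of cluster B rose, with medians of 1.07 and 0.96 (adjusted p = 0.00308 and 0.00849 with an estimated correlation); the study chose both lists on these samples, so the counts are not independent evidence of direction. In the textbook list of triglyceride synthesis and lipid droplets 12 of 16 members rose (median 1.05, adjusted p = 7.67e-04 with an estimated correlation), with the glycerol-3-phosphate acyltransferase gene mino at 2.78, Seipin at 1.46 and Agpat2 at 1.45. In peroxisomal beta-oxidation 8 of 11 members rose and 1 fell (adjusted p = 0.107 with an estimated correlation). In mitochondrial beta-oxidation 9 of 20 rose (adjusted p = 0.329 with an estimated correlation), with CRAT, a carnitine acetyltransferase gene, at 0.84. In fatty acid synthesis 6 of 12 rose (adjusted p = 0.107 with an estimated correlation), with the fatty acid synthase gene FASN1 at 1.77 and the malic enzyme gene Men at 2.30. In lipoproteins and sterol transport 7 of 14 rose and 1 fell (adjusted p = 0.0696 with an estimated correlation), with Npc2f at 2.12. Peroxisome biogenesis genes went both ways, 2 of 11 up and 1 down (camera adjusted p = 0.0863). Adjusting over the list alone changed only the lipoprotein count, to 8.

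Ribosome biogenesis and cuticle genes fell as lists. All 36 genes of large-subunit and all 30 of small-subunit ribosome biogenesis fell, with medians of -2.29 and -2.23 (adjusted p = 0.0375 and 0.0279 with an estimated correlation), among them CG8545 (-2.79) and l(1)G0020 (-3.06). Of 82 ribosomal protein genes 16 fell (median -0.43, adjusted p = 0.327 with an estimated correlation), with RpS2 at -0.79. All 10 cuticle genes fell (adjusted p = 0.00308 with an estimated correlation). In the clusters that the study drew from another series of w1118 midguts, 255 of 299 cluster A genes rose and 4 fell, 50 of 51 cluster B genes rose, 384 of 405 cluster D genes fell and 2 rose, and all 56 cluster E genes fell. These 4 clusters were called with an estimated correlation (adjusted p = 9.20e-05, 2.99e-05, 0.00800 and 0.00415), and cluster C, with 21 of 88 genes up and 43 down, was not (adjusted p = 0.141 with an estimated correlation). Counts adjusted over the list alone were the same for each list except w1118 cluster A, with 256 up, and cluster D, with 3 up and 385 down.

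Hormone and immune genes changed singly. The ecdysone pathway list was not called (6 of 21 up, 9 down, camera adjusted p = 0.555), but shd, which encodes the enzyme that makes 20-hydroxyecdysone, rose by 3.21 (SE 0.20), the ecdysone-induced factor gene br by 3.08 (SE 0.19) and the receptor gene EcR by 1.20 (SE 0.17), whereas the early-late gene Hr4 fell (-6.07). Eo, an ecdysone oxidase gene, rose by 2.51 (SE 0.23). Of 9 antimicrobial immune genes 6 rose (adjusted p = 0.304 with an estimated correlation), with PGRP-SC2, an amidase gene, at 3.17, and of 7 copper and iron cell markers 3 rose (adjusted p = 0.107 with an estimated correlation), with the ferritin genes Fer1HCH at 1.45 and Fer2LCH at 1.47. Glutathione S-transferases (5 of 22 up, 4 down, camera adjusted p = 0.322), heat shock proteins (2 of 9 down, camera adjusted p = 0.798) and mitochondrially encoded transcripts (13 tested, log2 fold changes of -0.22 to 0.22, camera adjusted p = 0.842) were not called. None of these counts changed when adjusted over the list alone.

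Marker lists of cell types gave these counts in control development. Of 7 progenitor markers 5 rose, with esg at 0.93 (adjusted p = 0.175 with an estimated correlation). Apart from progenitor markers and the copper and iron cell markers given above (camera adjusted p = 0.0375 and 0.00502), marker lists were not called by camera: enterocyte (1 of 7 up, adjusted p = 0.555), enteroendocrine (4 of 15 up, with the peptide gene CCHa2 at 0.72, adjusted p = 0.0748), visceral muscle (1 of 15 up, adjusted p = 0.812), fat body (4 of 7 up, adjusted p = 0.440), Malpighian tubule (4 of 6 up and 1 down, adjusted p = 0.169) and hemocyte markers (4 of 8 up and 2 down, adjusted p = 0.245). The 6 neuronal markers lay between -0.81 and 0.24 (adjusted p = 0.937), where camera's direction differed in sign from the list's median of -0.35 and mean of -0.28. Adjustment over the list alone left the marker counts unchanged. Among fat body markers 1 library stood apart: control day 4 replicate 3 had Lsp1alpha at 26.7 and Lsp1beta at 29.0 CPM. The other day 4 controls had at most 0.333 and 0.555 CPM. The call of Lsp1gamma (2.11) was lost without control day 3 replicate 2 or control day 4 replicate 3 (1.68 and 1.92).

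The second comparison asks how the same step runs when Hnf4 is silenced. Most of the change was shared. Of the 1668 genes that rose in control midguts 1263 rose in Hnf4i midguts too (313 expected of independent lists), and of the 2176 that fell 1881 fell (519 expected). The lipase genes mag (246 ± 22.9 to 3865 ± 1118.1 CPM, log2 fold change 3.98, SE 0.16, adjusted p = 3.64e-12), CG6271 (3.25) and CG6277 (3.39) rose, as did shd (2.72), br (2.73), Eo (1.82) and EcR (0.89). Ccp84Ae and Osi18 were at 0 counts in all 4 Hnf4i libraries of day 4, at least 11071-fold and 6776-fold lower than on day 3. In all, 1842 genes rose and 2339 fell, and across the 9801 genes, which are not independent replicates, the log2 fold changes of the genotypes had a Pearson r of 0.915.

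Ribosome biogenesis and cuticle lists fell in Hnf4i midguts in the same proportions as in control, with 36 of 36, 30 of 30 and 10 of 10 members down (adjusted p = 0.0449, 0.0439 and 0.00359 with an estimated correlation). Lipases rose (9 of 11, median 1.51, adjusted p = 0.0449 with an estimated correlation), as did triglyceride synthesis and lipid droplets (9 of 16 up and 1 down, median 0.59, adjusted p = 0.0362), with mino at 1.09 and the lipase gene bmm at 1.27. Lipid cluster A rose in 39 of 63 members (median 0.67, adjusted p = 0.0449) and cluster B in 69 of 79 (median 1.01, adjusted p = 0.0146), which is not independent evidence of direction since both were chosen on these samples. The w1118 clusters A (223 of 299 up, 8 down), B (46 of 51 up, 1 down), D (378 of 405 down, 10 up) and E (56 of 56 down) were called too, with adjusted p = 6.02e-04, 2.03e-04, 0.00920 and 0.00359 with an estimated correlation. Carbohydrases, with 9 of 15 up and 1 down (median 0.82), were called by camera but had an adjusted p = 0.119 with an estimated correlation. Of 82 ribosomal protein genes 59 fell (median -0.58, adjusted p = 0.211 with an estimated correlation). Counts adjusted over the list alone were the same for each of these lists except w1118 cluster A, with 9 down, and cluster D, with 380 down. Of 7 fat body markers 6 rose (camera adjusted p = 0.0704), with the larval serum protein gene Lsp1gamma at 6.39. Lsp1gamma stood at 418, 382, 12.0 and 1090 CPM in Hnf4i replicates 1 to 4 of day 4 and at 3.22 to 7.77 CPM on day 3, and its value was 1.08 without the 4 libraries with fat body transcripts described under day 4. The median (0.11) of the 21 ecdysone genes, of which 7 rose and 8 fell, and their mean (-1.492) differed in sign, and camera did not call the list (adjusted p = 0.716).

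The third comparison asks what Hnf4 silencing changes on day 3, before the third instar. The fathers of the genotypes came from different stocks, and a single hairpin was used. Here and below, a difference between the genotypes can therefore hold effects of paternal background, which were not separated from silencing. Fatty acid oxidation genes of mitochondria and peroxisomes were lower. The thiolase gene yip2 stood at 271 ± 16.8 CPM (SD, n = 4) in control and 22.4 ± 2.22 CPM in Hnf4i midguts (log2 fold change -3.59, SE 0.17, adjusted p = 2.20e-10), and CPT2, which encodes carnitine palmitoyltransferase 2, at 96.0 ± 1.93 and 27.3 ± 1.40 CPM (-1.82, SE 0.08, adjusted p = 1.89e-10). NdufV3 (FBgn0030292, chromosome X, positions 11349998 to 11350474), which encodes a subunit of mitochondrial complex I, stood at 72.5 ± 3.13 and 4.92 ± 0.336 CPM (-3.88, SE 0.24, adjusted p = 3.75e-09), whereas 34 other complex I genes, a set chosen after the values were seen, had a median of -0.07 (SD 0.06). Amacr, a racemase gene of branched fatty acid oxidation, was lower by -2.74 (SE 0.10) and the cytochrome P450 gene Cyp12a4 by -2.45 (SE 0.22). Drsl2, a drosomycin-like peptide gene, stood at 0.322 ± 0.0998 CPM in control and 29.2 ± 4.87 CPM in Hnf4i midguts (6.48, SE 0.28, adjusted p = 1.67e-10), and the metallothionein gene MtnB was higher by 2.26 (SE 0.20). In all, 148 genes were higher and 241 lower in Hnf4i midguts.

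By list, 7 of 11 peroxisomal beta-oxidation genes (median -1.35), 10 of 11 peroxisome biogenesis genes (-0.89), 15 of 20 mitochondrial beta-oxidation genes (-1.11) and 9 of 16 genes of triglyceride synthesis and lipid droplets (-0.58) were lower on day 3. All 4 lists were called with an estimated correlation (adjusted p = 1.04e-04, 1.32e-04, 1.04e-04 and 4.70e-05). Examples are Hacl (-1.86) of peroxisomal oxidation, the import receptor gene Pex5 (-1.01) and Pex14 (-1.71), CRAT (-1.97), and Agpat2 (-1.03), Gpat4 (-0.62) and mino (-0.64) of triglyceride synthesis. In lipid cluster A 35 of 63 genes were lower (median -0.61, adjusted p = 4.91e-05 with an estimated correlation), in a list that the study chose on these samples and that is not independent evidence of direction. In w1118 cluster A 50 of 299 genes were lower and 21 higher (adjusted p = 0.122 with an estimated correlation). Counts adjusted over the list alone were the same for each list except lipid cluster A, with 36 lower, and w1118 cluster A, with 54 lower and 22 higher.

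Digestive enzymes and the other lists were not called on day 3. Of 15 carbohydrases 1 was higher and 1 lower (camera adjusted p = 0.607), and of 39 proteases 2 were higher and 4 lower (adjusted p = 0.0719), with the serine protease gene Jon99Fii at -1.14. Of 11 lipases 2 were lower (adjusted p = 0.607; median 0.07, mean -0.10), with CG17191 at -0.68. Adjusted over the list alone, 6 proteases were lower and 1 lipase was higher, and the carbohydrase counts were the same. The other lipase of these, CG6277, was called at -1.09 (adjusted p = 0.0189), and the call was lost without control day 3 replicate 1 or 2 or Hnf4i day 3 replicate 3 or 4, with values of -1.03 to -0.74, and with only the day 3 groups in the fit (adjusted p = 0.0594). The lipase genes mag (0.39, adjusted p = 0.111) and CG6271 (0.77, adjusted p = 0.104) were not called, although CG6271 passed without control day 3 replicate 1 or Hnf4i day 3 replicate 3 (0.96 to 1.08). Of the hormone genes Eo was higher (0.99, adjusted p = 0.00927), whereas br (-0.06, adjusted p = 0.925), EcR (0.21, adjusted p = 0.581) and shd (0.41, adjusted p = 0.257) were not called. In lipid cluster B, also chosen on these samples and not independent evidence of direction, 5 of 79 genes were higher and 1 lower (camera adjusted p = 0.0719; 6 and 2 adjusted over the list alone), with the acyl-CoA binding protein gene Acbp3 at 0.92. Ribosome biogenesis genes lay between -0.24 and 0.24.

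The fourth comparison asks what Hnf4 silencing changes early in the third instar. Lipid droplet, triglyceride synthesis and fatty acid oxidation genes were lower, together with an amylase. Lsd-1 stood at 107 ± 27.6 CPM (SD, n = 4) in control and 8.14 ± 3.69 CPM in Hnf4i midguts (log2 fold change -3.72, SE 0.32, adjusted p = 1.69e-07), mino at 329.7 ± 27.7 and 65.3 ± 7.998 CPM (-2.34, SE 0.11, adjusted p = 5.14e-11) and Amy-d at 1749 ± 257 and 729 ± 76.6 CPM (-1.26, SE 0.09, adjusted p = 9.18e-09). The Lsd-1 exons share 7.35% of their bases with CG10214 on the other strand. NdufV3 stood at 72.01 ± 4.58 and 5.59 ± 3.19 CPM (-3.69, SE 0.23, adjusted p = 2.94e-09) and yip2 at 552 ± 16.3 and 84.8 ± 28.8 CPM (-2.70, SE 0.16, adjusted p = 1.48e-09). Ldh, which encodes lactate dehydrogenase, was higher, at 59.3 ± 24.8 in control and 336 ± 118 CPM in Hnf4i midguts (2.50, SE 0.25, adjusted p = 8.95e-07), and so were Drsl2 (0.908 ± 0.344 and 29.5 ± 7.64 CPM, 5.04, SE 0.25) and Ets21C, a transcription factor gene of the JNK stress pathway (3.25, SE 0.37). In all, 535 genes were higher and 658 lower.

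Of 11 peroxisomal beta-oxidation genes 9 were lower and 1 higher on day 4 (median -1.91), of 20 mitochondrial ones 16 were lower and 1 higher (-1.40), and 10 of 11 peroxisome biogenesis genes (-1.29) and 13 of 16 genes of triglyceride synthesis and lipid droplets (-0.81) were lower. All 4 lists were called with an estimated correlation (adjusted p = 2.49e-04, 6.01e-04, 2.49e-04 and 4.29e-06). Examples are Hacl (-2.70), CPT2 (114 ± 1.90 against 27.3 ± 4.55 CPM, -2.06), CRAT (-1.98), Pex14 (-2.08), Pex5 (-1.56), Agpat2 (-2.22) and the droplet enzyme gene Ldsdh1 (-1.69). The members that were higher were CG17544 (0.86) and CG4860 (0.75). In lipid cluster A 57 of 63 genes were lower (median -1.002, adjusted p = 1.04e-05 with an estimated correlation). In lipid cluster B 8 of 79 were higher and 1 lower (camera adjusted p = 0.0653, and 0.820 with an estimated correlation). Both lists were chosen on these samples and are not independent evidence of direction. Adjusted over the list alone, cluster A had 58 lower and the other counts were the same.

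**Figure D3:**
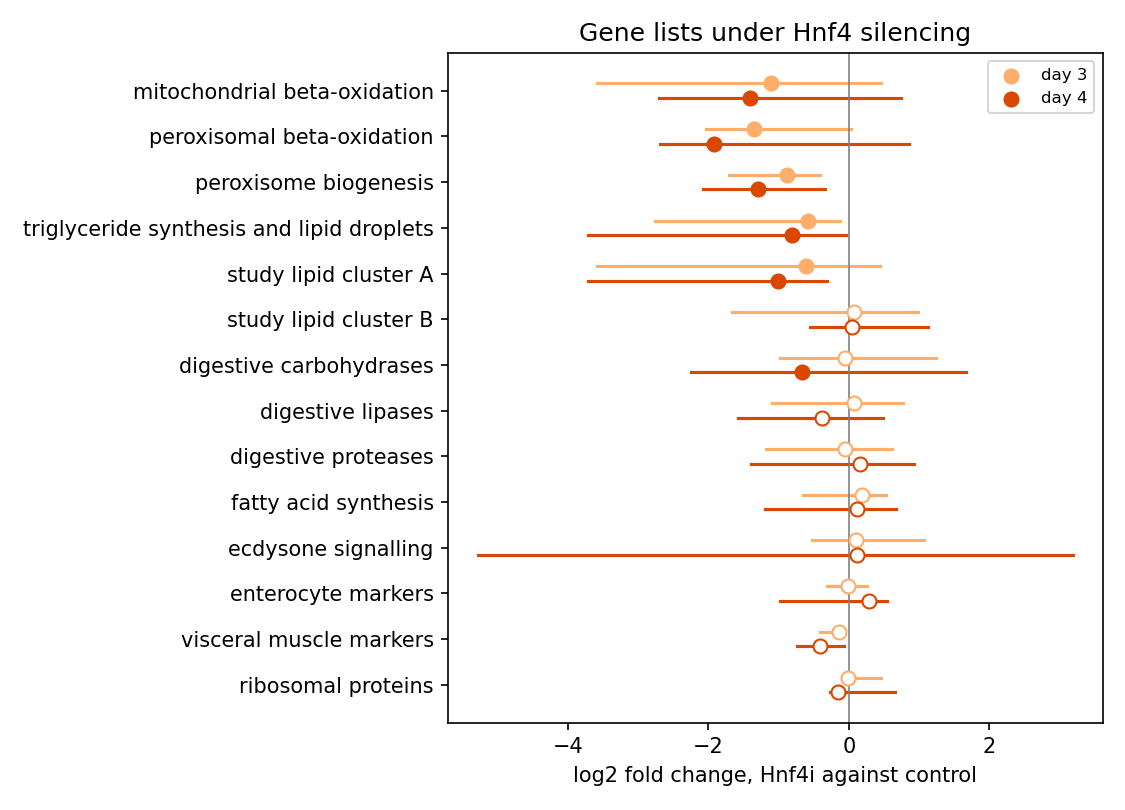
Log2 fold change (Hnf4i minus control) on the horizontal axis for the gene lists named on the vertical axis, with day 3 light and day 4 dark; dots mark the median of a list, lines run from its lowest to its highest member, and filled dots mark lists called with an estimated correlation. Peroxisomal beta-oxidation had medians of -1.35 on day 3 and -1.91 on day 4.

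Carbohydrases were lower as a list on day 4 (11 of 15 lower and 2 higher, median -0.67, adjusted p = 0.0481 with an estimated correlation), with the beta-galactosidase gene Gal at -2.25. Both members that were higher are lysozyme genes, LysE (1.67) and LysX (1.21); the call of LysX was lost without control day 4 replicate 1 or 2 or Hnf4i day 4 replicate 1 or 3 (0.93 to 1.01) and with DESeq2 (adjusted p = 0.1996), and reads shared between lysozyme genes were not examined. Of 11 lipases 5 were lower (median -0.38, adjusted p = 0.227 with an estimated correlation), with CG6277 at -1.57 and CG17191 at -1.38, whereas mag (0.25, adjusted p = 0.213) and CG6271 (0.04, adjusted p = 0.932) were not called. Of 39 proteases 4 were higher and 4 lower (camera adjusted p = 0.959), with the trypsin gene alphaTry at 0.93 and Jon99Fii at -1.27. In fatty acid synthesis 2 of 12 genes were higher and 3 lower (camera adjusted p = 0.959; median 0.12, mean -0.07), with Men at -1.20 and Desat1, a desaturase gene, at -0.92 but the citrate lyase gene ATPCL at 0.67. Of 17 transporters 2 were higher and 3 lower (camera adjusted p = 0.687; median 0.09, mean -0.01), with the amino acid transporter genes NAAT1 at 1.39 and path at -1.02. Counts adjusted over the list alone were the same for each of these lists except proteases, with 5 higher.

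Of the clusters drawn from w1118 midguts, cluster A had 110 of 299 genes lower and 39 higher (median -0.21) and cluster B 23 of 51 lower and 5 higher (-0.38), with adjusted p = 0.0140 and 0.00137 with an estimated correlation. The higher genes of cluster B included 3 larval serum protein genes of the fat body, and those of cluster A the larval serum protein gene Lsp2. Of 15 visceral muscle markers 3 were lower (median -0.41, adjusted p = 0.714 with an estimated correlation), and each call was lost on leaving out 1 library: sls (-0.63) and Mhc (-0.58) without Hnf4i day 4 replicate 1 (-0.49 and -0.42), and bt (-0.74) without control day 4 replicate 1 or 4 or Hnf4i day 4 replicate 1 or 4 (-0.71 to -0.57). Ribosomal proteins had a median of -0.15 over 82 genes (adjusted p = 0.820 with an estimated correlation). Of the hormone genes EcR (-0.10, adjusted p = 0.722), br (-0.41, adjusted p = 0.0864), shd (-0.07, adjusted p = 0.813) and Eo (0.29, adjusted p = 0.326) were not called; without the 4 libraries with fat body transcripts described next, Eo was called at 0.90 (adjusted p = 0.00998), with 1 Hnf4i library left on day 4. The enterocyte markers, with 1 of 7 higher adjusted over the list alone, were not called (camera adjusted p = 0.209). Adjusted over the list alone, w1118 cluster A had 111 lower and 42 higher, and the counts of w1118 cluster B and of muscle were the same.

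Fat body transcripts were higher in the Hnf4i group on day 4, though not in its replicate 3. Of 7 fat body markers 6 were higher (median 4.89; camera adjusted p = 0.183, fry adjusted p = 0.0457; the count adjusted over the list alone was the same), among them the larval serum protein gene Lsp1beta (5.81, SE 1.486, adjusted p = 0.00749) and the lipophorin gene apolpp (5.31, SE 1.21, adjusted p = 0.00331). Nplp2, a small apolipoprotein-like gene of the lipoprotein list, was higher by 2.67 (SE 0.52, adjusted p = 9.24e-04). Lsp1beta stood at 387, 291, 0.130 and 1000.1 CPM in Hnf4i replicates 1 to 4 of day 4, and at 0.0443, 0.555, 29.0 and 0 CPM in the controls. apolpp stood at 75.1, 72.9, 0.562 and 159 CPM in the same Hnf4i libraries and at 0.355, 0.292, 6.55 and 0.402 CPM in the controls. On day 3, apolpp stood at 10.3 to 35.9 CPM in Hnf4i and 0.336 to 10.4 CPM in control libraries, and Nplp2 at 8.11 to 15.7 and 3.60 to 5.44 CPM. The Lsp1beta call was lost with DESeq2 (adjusted p = 0.0994). Of 8 hemocyte markers 3 were higher and 2 lower (camera adjusted p = 0.959, direction down; median 0.67, mean 0.78), and the higher ones included the collagen genes Col4a1 (2.24) and vkg (1.99), which the fat body expresses too. Without Hnf4i day 4 replicates 1, 2 and 4 and control day 4 replicate 3, Col4a1 was at -1.13, vkg at -0.39, Nplp2 at -0.11, Lsp1beta at -0.67 and apolpp at 0.74 (adjusted p = 0.841), with 1 Hnf4i library left on day 4. In that fit 700 genes were higher and 617 lower on day 4. The library left, Hnf4i replicate 3, lay apart from the other 15 libraries on the third principal component (-42.9, the others at -7.68 to 12.7; 2.66% of the variance).

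**Figure D4:**
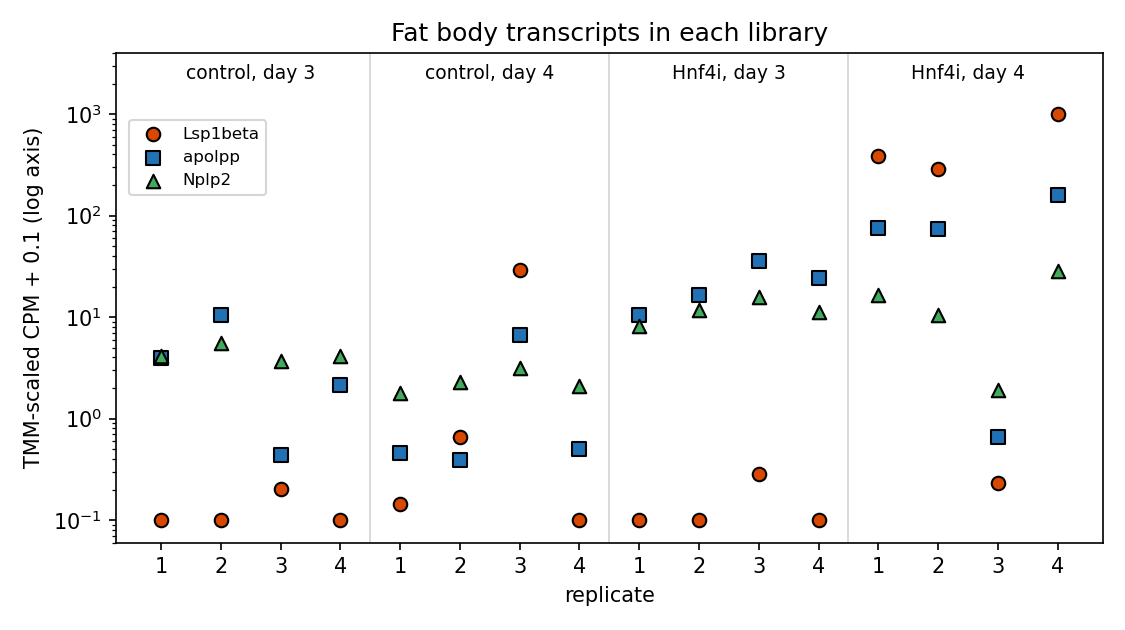
Transcripts of Lsp1beta, apolpp and Nplp2 in TMM-scaled CPM plus 0.1 on a log axis, by group; each point is a library. In Hnf4i midguts of day 4, Lsp1beta spans 0.130 to 1000.1 CPM between replicates.

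The fifth comparison asks for which genes the silencing effect differs between the days, and a value below 0 means a more negative effect on day 4. Triglyceride synthesis and carbohydrase genes were below 0. The rise of mino from 47.9 ± 7.27 to 329.7 ± 27.7 CPM in control (2.78) was smaller in Hnf4i midguts, from 30.7 ± 1.77 to 65.3 ± 7.998 CPM (interaction -1.70, SE 0.14, adjusted p = 4.18e-06). For Amy-d the interaction was -1.24 (SE 0.12, adjusted p = 1.48e-05), for Men -1.41 (SE 0.11, adjusted p = 3.12e-06), for the transporter gene acs -1.72 (SE 0.21, adjusted p = 9.29e-05) and for Agpat2 -1.20 (SE 0.18). CG14205 went the other way: it fell from 119 ± 20.2 to 9.56 ± 2.76 CPM in control but stood at 134 ± 26.8 and 113 ± 35.3 CPM in Hnf4i midguts (interaction 3.39, SE 0.33, adjusted p = 1.46e-05). Ldh stood at 96.9 ± 6.43 and 59.3 ± 24.8 CPM in control and at 142 ± 11.6 and 336 ± 118 CPM in Hnf4i midguts (interaction 1.95, SE 0.34, adjusted p = 0.00147). In all, 254 genes were above 0 and 239 below; without the 4 libraries with fat body transcripts, 488 were above 0.

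By list, lipid cluster A had 22 of 63 genes below 0 and 2 above (median -0.47), carbohydrases 8 of 15 below (-0.63), w1118 cluster B 20 of 51 below and 2 above (-0.51) and triglyceride synthesis and lipid droplets 4 of 16 below (-0.31). These 4 were called with an estimated correlation (adjusted p = 0.0112, 0.0378, 0.00192 and 0.00160); cluster A was chosen on these samples and is not independent evidence of direction. Calls with the preset correlation were lost for 7 lists below 0, which were lipases (3 of 11 below, adjusted p = 0.224 with an estimated correlation), w1118 cluster A (56 of 299 below and 32 above, 0.210), peroxisomal beta-oxidation (6 of 11 below and 2 above, 0.239), peroxisome biogenesis (3 of 11 below, 0.210), mitochondrial beta-oxidation (1 of 20 below and 1 above, 0.823), muscle (0.823) and ribosomal proteins (0.778). They were also lost for 3 lists above 0, which were antimicrobial genes (1 of 9 above, adjusted p = 0.560 with an estimated correlation), enterocyte markers (1 of 7, 0.3304) and fat body markers (2 of 7, 0.290). Adjusted over the list alone, 25 genes of lipid cluster A, 23 of w1118 cluster B and 70 of w1118 cluster A were below 0, and 37 of w1118 cluster A, 2 of mitochondrial beta-oxidation, 2 antimicrobial and 2 enterocyte genes were above 0; the other counts were the same. The lipase gene mag (-0.14, adjusted p = 0.763) and the hormone genes EcR (-0.31, adjusted p = 0.517), br (-0.35, adjusted p = 0.467), shd (-0.49, adjusted p = 0.324) and Eo (-0.69, adjusted p = 0.201) were not called.

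The study asks how far the gene induction of the third instar depends on Hnf4. Of the 1668 genes that rose in control midguts, 262 (15.7%) were lower in Hnf4i midguts on day 4, against 112 expected of independent lists. Lsd-1, mino and Amy-d were among the genes that met both conditions. Both comparisons use the control day 4 libraries. With 2 of those libraries used in each comparison and none in both, the count was 216 to 244 over 6 fits (77.5 to 96.7 expected). In 20 simulated sets of unchanged groups edgeR gave 0 such genes. Unchanged groups leave few or no called genes after adjustment, so this 0 says nothing on the shared libraries. At an unadjusted p under 0.05 by edgeR the simulated sets gave 45.3 such genes on average, and the real genes were not counted at that threshold. Of the 262 genes, 96 had an interaction below 0, 84 were already lower on day 3, 26 of these met both conditions, and 147 rose in Hnf4i midguts too.

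Of the 142 lipid genes of clusters A and B, which all rose in control midguts, 58 were lower in Hnf4i midguts on day 4, which is 40.8% (exact 95% interval 32.7 to 49.4%). Of these 57 belong to cluster A and 1 to cluster B, and 8 other lipid genes were higher. An interaction below 0 was found for 23 of the 142 genes (16.2%), all among the 58, with mino, Agpat2, Seipin (-0.80) and Ldsdh1 (-0.74) as examples. Already on day 3, 36 were lower, and 108 of the 142 genes rose in Hnf4i midguts too. Since the study chose the clusters on these samples, the counts are not independent evidence of direction, and the interval covers counting error only. The share also depended on the definition used. Without a minimum fold 65 of the 142 genes were lower on day 4. Hierarchical clustering of the genes put 49 in the cluster with lower values in Hnf4i midguts on day 4.

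**Figure D5:**
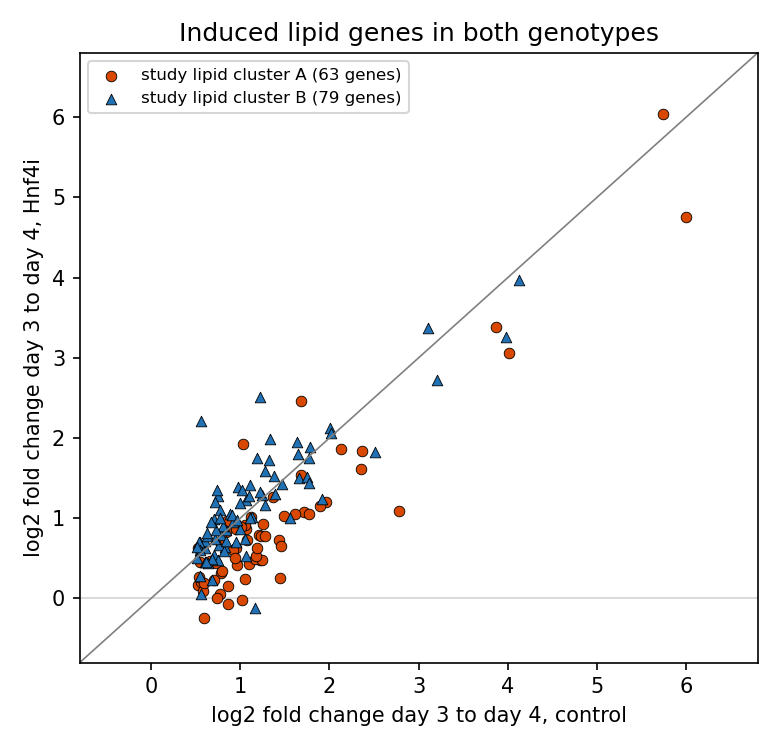
Log2 fold change from day 3 to day 4 in control (horizontal axis) and Hnf4i midguts (vertical axis) for the 142 lipid genes; circles are the 63 genes of cluster A, triangles the 79 of cluster B, and the grey line marks equal change. Among them 58 genes, 57 of cluster A, were lower in Hnf4i midguts on day 4.

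The last question is how alike the silencing effects of the 2 days are. Genes of fatty acid oxidation were lower on both, with yip2 at -3.59 and -2.70, CPT2 at -1.82 and -2.06 and CRAT at -1.97 and -1.98. Of the 241 genes lower on day 3, 185 were lower on day 4 too (16.2 expected of independent lists), and of the 148 higher on day 3, 81 were higher on day 4 (8.08 expected). There were 4 genes higher on day 3 and lower on day 4, and 5 the other way round. Across all 9801 genes the log2 fold changes of the days had a Pearson r of 0.448 and a Spearman rho of 0.332, and across the 1307 genes called on either day r was 0.635; genes are not independent replicates. The correlation over all genes depended on the genes and libraries used, with r at 0.133 without a count filter, 0.136 with DESeq2 and 0.190 without the 4 libraries with fat body transcripts.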

Values the study reported

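The study reported that 45% of the lipid-metabolism transcripts induced in control midguts of the third instar depended on HNF4 for their induction. It gave this share for cluster A of its hierarchical clustering, which is a different measure from a count of genes tested as lower. The study reported that the transcripts taken as induced in control midguts had a log2 fold change of at least 0.5 with an adjusted p of at most 0.05. In midguts of w1118 larvae the study reported 429 transcripts altered during the second instar and 1469 between late in the second and early in the third instar, both within a list compiled at a log2 fold change of at least 0.5 in size with an adjusted p under 0.05; the 429 were counted without a minimum fold.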

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

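The tests of the fat body, NdufV3 and Hsp70Bb patterns and the permutation of library residuals for the interaction were chosen only after those results were seen; the search for libraries far from their group, the other tests of the interaction and the refits of other splits were planned.

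Library values were compared within 48 groups of 4 libraries, and in 6 of them 1 library lay far from the other 3; chance gives about 1 in 20, or 2.4 of 48. The gap to the nearest library was 0.842 of the range for NdufV3 in Hnf4i midguts of day 3 (replicate 4 at 4.42 CPM, the others at 5.02 to 5.13) and 0.897 in Hnf4i midguts of day 4 (replicate 2 at 10.4 CPM, the others at 3.72 to 4.40). For yip2 it was 0.896 in control midguts of day 3 (replicate 3 at 245 CPM, the others at 277 to 281) and 0.956 in control midguts of day 4 (replicate 1 at 527 CPM, the others at 559 to 560.4). For Ldh in control midguts of day 4 it was 0.917 (replicate 3 at 96.4 CPM, the others at 45.5 to 49.7), and for CPT2 in control midguts of day 3 it was 0.948 (replicate 4 at 98.9 CPM, the others at 95.0 to 95.2).

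The silencing effect differed between the days for 254 genes with an interaction above 0 and 239 below 0. The lowest were CG13069 (-3.99), CG13051 (-3.21), Ugt37A1 (-2.85), CG31741 (-2.83), CG14569 (-2.39) and MFS9 (-2.19), and the highest were Lsp1gamma (4.28), CG14205 (3.39), Ets21C (3.36), Socs36E (2.47), CG5550 (2.44) and CG14219 (2.24). Among list members, values below 0 were found for acs (-1.72), mino (-1.70), Gal (-1.70), Men (-1.41), fiz (-1.29), Amy-d (-1.24), Agpat2 (-1.20), Amyrel (-1.17), Hacl (-0.84), Seipin (-0.80), Ldsdh1 (-0.74), Acox57D-p (-0.71) and CG17191 (-0.71). Values above 0 were found for Ldh (1.95), NAAT1 (1.65), Lip4 (1.64), CG17544 (1.01) and yip2 (0.89). The call of CG13051 was lost without Hnf4i day 4 replicate 3 (-2.86). That of CG14569 was lost without control day 4 replicate 2 or 4 or Hnf4i day 4 replicate 1, 3 or 4 (-2.37 to -2.13). That of Socs36E was lost without control day 3 replicate 2 or 3, Hnf4i day 3 replicate 2 or 4, control day 4 replicate 1, 2 or 4 or Hnf4i day 4 replicate 3 (2.10 to 2.42). That of CG13069 was lost without control day 3 replicate 2, 3 or 4, control day 4 replicate 2, 3 or 4, or any Hnf4i library of day 4 (-6.44 to -3.62). With replicate number as a block the calls of Lsp1gamma (4.04, adjusted p = 0.0547) and CG13069 (-3.91, adjusted p = 0.0694) were lost. Without the 4 libraries with fat body transcripts Lsp1gamma changed sign (-0.58, adjusted p = 0.557), and CG13069 (-6.38), CG13051 (-7.60) and CG14569 (-2.65) were not called. List medians that differed between the days were -0.47 for lipid cluster A, -0.63 for carbohydrases, -0.51 for w1118 cluster B and -0.31 for triglyceride synthesis and lipid droplets.

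Refits of other splits of the libraries gave fewer genes in the 2 comparisons of development and the 2 of silencing. The real split was 1 of 35 with as many genes: 3844 against at most 0 for development in control, 4181 against 1 in Hnf4i midguts, 389 against 11 for silencing on day 3 and 1193 against 73 on day 4, so chance can be excluded. For the interaction, 4 of 100 relabellings of genotype within each day, the real one included, gave as many genes as the real 493, with 579 the highest of the others. The other 3 were among the 4 drawn that kept the day 4 genotypes whole. Relabelling takes away the silencing effect of a day along with any interaction, so these refits do not test the interaction by itself. Residuals of whole libraries were also permuted onto means with both main effects and no interaction. There 1 of 100 permutations, the real one included, gave as many genes, with 87 the highest of the others. This excludes chance for the count only if the residuals of all libraries vary alike. In Hnf4i midguts of day 4 they varied widely for some genes, with Lsp1beta at 0.130 to 1000.1 CPM. With the interaction left in the means, 20 of the permutations gave 700 to 1362 genes, all above the real 493. The real split was 1 of 35 for the 262 induced genes lower under silencing (highest other 47). It was 1 of 35 for the 58 lipid genes too (highest other 1). Splits that lose the day 4 calls lose both counts, so these refits do not test the overlap by itself. The lipid genes were chosen on these samples with the real groups, so this test cannot exclude chance for them. For the correlation of 0.448 between the days (highest other 0.317, 1 of 35 splits), chance can be excluded for the main fit alone. The correlation was lower without a count filter, with DESeq2 and without the 4 libraries with fat body transcripts. No splits were refitted for those alternatives, so chance was not tested for them. For lists called with an estimated correlation the real split was again 1 of 35, with 12 lists against at most 1, 11 against 0, 5 against 3 and 8 against 1. The 4 lists of the interaction, against at most 2, were 1 of 100 relabellings, with the limit of relabelling given above. The real counts include lipid cluster A in every comparison and cluster B in the 2 of development. The study chose both on these samples, so they favour the real split. For lists called with the preset correlation chance could not be excluded in any of the 4 comparisons of 2 groups. There, 14 of 35 splits gave as many lists as the real 22 in control development (highest other 26), 8 of 35 as the 22 in Hnf4i development (25), 27 of 35 as the 6 on day 3 (17) and 18 of 35 as the 11 on day 4 (19). For the interaction 31 of 100 relabellings gave as many as the real 14 (20).

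Fat body transcripts were high in 3 of the 4 Hnf4i libraries of day 4, with Lsp1beta at 291 to 1000.1 CPM, and at 29.0 CPM in control replicate 3. In the 12 libraries outside that group, apolpp and Nplp2, both fat body genes, deviated from their group means together (Pearson r = 0.791, exact permutation p = 0.00145; Spearman rho = 0.706, exact permutation p = 0.0103; r = 0.603 without the 2 farthest libraries), against r = 0.343 for apolpp and the enterocyte gene mex1, in line with varying amounts of fat body tissue carried with the midgut. Uro, a Malpighian tubule gene, was at 40.0 CPM in Hnf4i day 4 replicate 2, where neighbouring tissue of another kind may have been carried too. A response of the midgut to silencing cannot be told apart from carried tissue for the difference between the groups of day 4, because 3 Hnf4i libraries lie above every control library and the groups differ in silencing. In Hnf4i replicate 3, with Hnf4 silenced as well, Lsp1beta was at 0.130 CPM. On day 3, Nplp2 was higher in every Hnf4i library (8.11 to 15.7 CPM) than in every control library (3.60 to 5.44 CPM). Its log2 fold change of 1.45 was not called on that day, although it passed without Hnf4i day 4 replicate 3 or 4. On that day fon (2.60 to 6.74 CPM in Hnf4i, 0.101 to 1.81 CPM in control) was separated in the same way. So were Apoltp (1.41 to 4.10 and 0.487 to 1.29 CPM) and Col4a1 (17.0 to 40.1 and 12.0 to 15.9 CPM). The ranges of apolpp and vkg overlapped. Those of Lsp1gamma overlapped too and lay lower in Hnf4i (3.22 to 7.77 and 5.12 to 11.1 CPM). The cause of these day 3 differences was not tested.

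NdufV3 fell to 6.79% of control on day 3 and 7.73% on day 4, while Hnf4 itself stood at 52.6 and 50.6%. Loss of 1 parental allele would leave at least 50% of the transcript, since both genotypes had the same mothers, but the higher upper limit of the days was 10.7%. Lower complex I transcripts as a class are argued against by the 34 other complex I genes, with a median log2 fold change of -0.23 (SD 0.05) and a lowest value of -0.34 on day 4. A match of the hairpin to NdufV3, and control of NdufV3 by Hnf4, stay open and were not tested, since no sequence or binding data were used. The pattern may reflect either.

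Hsp70Bb, a heat shock gene, was higher in Hnf4i midguts by 4.03 on day 3 (adjusted p = 4.17e-04) and 5.78 on day 4 (adjusted p = 2.63e-05), with 6.65 to 9.72 CPM in the 8 Hnf4i libraries and at most 1.60 CPM in the controls. A heat shock response is argued against by the 8 other heat shock genes tested, with a median of 0.0273 (SD 1.01) on day 4, although Hsp67Bc was higher (1.98, adjusted p = 0.0367); the near-identical Hsp70Bc was at -1.76 (adjusted p = 0.413). A candidate explanation is sequence of the hairpin vector, since vectors of this kind carry parts of the Hsp70 and ftz genes. ftz, an embryonic gene, lay above every control library in 8 of 8 Hnf4i libraries (268 counts against 2 in all controls, at least 0.395 against at most 0.0443 CPM), in line with that explanation. No effect of Hnf4 on either gene was tested, and reads were not placed along them.

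Among entries that are not genes, mainly single transposable element insertions, 371 passed the count filter, and 27 were higher and 17 lower in Hnf4i midguts on day 4.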

How the results depend on the processing

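Testing all entries of the table and leaving out the 4 libraries with fat body transcripts (Hnf4i day 4 replicates 1, 2 and 4 and control day 4 replicate 3) were chosen after the data were seen; the other alternatives were planned, and scaling to ERCC transcripts was not run. For 32 main results, 739 of 778 values under an alternative kept their direction and side of the threshold, or stayed within 1.5 times a count, and 39 did not. Of 420 called values of named genes 361 stayed called under every alternative. Replicate numbers do not pair the libraries: of 24 same-numbered pairs none had a correlation over 0.1, and with replicate number as a block 510 genes were higher and 647 lower on day 4.

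Without a minimum fold, which admits smaller changes by construction, 3022 genes rose in control and 3077 in Hnf4i development, 357 were higher and 464 lower on day 3, 1345 higher and 1346 lower on day 4, and 461 above and 389 below 0 in the interaction. The induced genes lower under silencing came to 571, of which 218 had an interaction below 0 and 225 were already lower on day 3, lipid genes with an interaction below 0 came to 35, and Hnf4 was called in development at 0.47 and 0.42. The correlation between the days fell to 0.136 with DESeq2 and 0.133 without a count filter, both of which took in genes under the count filter; the cause was not tested.

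With an estimated correlation 7 lists rose in control and 6 in Hnf4i development, and 0 were above and 4 below 0 in the interaction; at an unadjusted p under 0.05 with that correlation camera had 0 above 0 too, while 3 were called above 0 with the preset correlation and 2 by fry. fry called 4 lists up on day 4. Leaving out 1 library in turn gave 0 to 3 lists up on day 3 (3 without Hnf4i day 3 replicate 3, 2 without control day 3 replicate 2 or 3, 1 without control day 3 replicate 1 or 4 or Hnf4i day 3 replicate 1 or 4), 0 to 1 on day 4 (1 without control day 4 replicate 3 or 4 or Hnf4i day 4 replicate 1, 2 or 3) and 2 to 6 above 0 in the interaction (2 without control day 3 replicate 3 or 4, Hnf4i day 3 replicate 1 or 4 or Hnf4i day 4 replicate 2, 5 without Hnf4i day 4 replicate 3, 6 without replicate 4). The cause was not tested.

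Without the 4 libraries with fat body transcripts, 1 Hnf4i library of day 4 is left and is assumed to vary like the others. Then 488 genes were above 0 in the interaction, the correlation between the days was 0.190, and 1 list was up on day 3 and 2 on day 4. Values that changed sign on day 4 were Nplp2 (-0.11), Lsp2 (-1.41), Lsp1alpha (-5.94), Lsp1beta (-0.67), Lsp1gamma (-1.25), fon (-1.70), Col4a1 (-1.13) and vkg (-0.39); in Hnf4i development Nplp2 (-2.69) and Fbp2 (-0.83); and in the interaction Lsp1gamma (-0.58), Nplp2 (-1.56) and the direction of w1118 cluster D (adjusted p = 0.0270, against 0.623 with all libraries). Most of these genes are fat body genes, and the libraries were chosen by such a transcript, Lsp1beta. On day 3 Lsp1beta was at most 0.183 CPM in any library, so it could not mark fat body tissue there. The Hnf4i libraries of day 3, with apolpp at 10.3 to 35.9 CPM, stayed in the fit. Values that compare the days, such as those of Nplp2, may therefore mix libraries with and without such transcripts. Of 444 values of named genes 402 kept direction and call, 27 lost the call, 3 gained it and 12 changed sign. The main counts were 700 higher and 617 lower on day 4 and 48 lipid genes lower.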

Other observations

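The tests here were planned, except that single transposable element insertions were singled out after their values were seen.

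Single members of the antimicrobial, glutathione S-transferase and copper and iron cell lists differed under silencing, and camera called none of these lists on either day (adjusted p = 0.247 to 0.936). On day 4, 1 of 9 antimicrobial genes was higher and 1 of 22 glutathione S-transferase genes lower, and on day 3, 2 antimicrobial genes were lower, 1 transferase gene was higher, and 1 of 7 copper and iron cell markers was higher and 1 lower. The antimicrobial gene of day 4 was pirk, an inhibitor of the IMD immune pathway (0.88, adjusted p = 0.00634), and the transferase gene was GstD3 (-1.25, adjusted p = 2.39e-06). On day 3 the call of PGRP-SC2 (-0.57), 1 of the 2 antimicrobial genes, was lost without control day 3 replicate 4 or Hnf4i day 3 replicate 1 (-0.47 and -0.44), and that of the transferase gene GstD7 (0.52) without control day 3 replicate 3 or Hnf4i day 3 replicate 1 (0.44 and 0.47). The glucuronosyltransferase gene Ugt37A1 was higher on day 3 (3.57, SE 0.37), and its interaction was -2.85. The copper and iron cell markers of day 3 were the metal transporter gene Mvl (1.06) and the carbonic anhydrase gene CAH7 (-0.70). The peptide hormone gene ITP was higher on day 4 (0.82, adjusted p = 2.90e-06).

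Single insertions of transposable elements differed between the genotypes on both days: 20 were higher and 12 lower in Hnf4i midguts on day 3, beside the 27 and 17 of day 4. The fathers differed between the crosses, and the insertions they carried were not examined.

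In the deposited comparison tables, at the same thresholds, 1564 genes were higher and 1928 lower for development in control, 1769 and 2059 in Hnf4i midguts, 162 and 264 for silencing on day 3, and 511 and 659 on day 4. Of 235 named genes 61 share exon bases with another gene, among them crq (15.7% with ex) and Pex16 (11.54% with Pitslre). Pex10 shares 17.3% with CG12099, which held 74090 counts against 10470 for Pex10.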
